A study of Mus musculus with 18 samples. Its data were reported in "B cell activation and plasma cell differentiation are inhibited by de novo DNA methylation" (2018).

How the data were processed

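RNA of sorted mouse B lineage cells was copied into cDNA, amplified by PCR from a small number of cells and sequenced, in 18 libraries. There were 3 libraries for each of 6 groups, formed by 3 cell types and 2 genotypes (Dnmt3-sufficient and Dnmt3-deficient). The cell types were naive cells of lymph nodes (nB), cells of the germinal center (GCB) and plasma cells of bone marrow (BMPC). Groups, replicate numbers and sex were taken from the labels. The labels describe the mice as of mixed strain background.

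The authors mapped read pairs to the mouse genome build mm9 with TopHat, set to at most 1 hit per read. Whether reads that match several places were dropped is not stated. Reads that overlap the exons of UCSC KnownGenes were counted with summarizeOverlaps. Whether the counting used the strand is not stated, so antisense and overlapping genes, and genes with near-identical copies, are uncertain. The deposited FPKM values are these counts scaled by the summed exon length of the gene and by all reads counted on the listed genes, computed by the authors. The exon lengths are also the authors'. The deposited log2 fold changes and FDR values (adjusted p-values) came from the authors' edgeR model by group over all samples. Whether it used a prior count, which would shrink changes of low genes, is not stated. The authors' table gave an FDR for 11005 genes, which are those with FPKM above 1 in at least 3 libraries. It held 0 columns of values that belong to none of the 18 libraries.

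The table held 21761 genes, 92 of them without a symbol. FPKM times exon length gave whole multiples of what 1 read is worth for 100% of values in each library, so reads per gene and depth were recovered. Values relative to each library's total summed to 1000000 per library over the genes of the table. Immunoglobulin genes other than Jchain and Igll1 were not used here, and their reads are not in the denominator. The immunoglobulin share fixed for testing could not be computed as planned, and the share of Jchain reads was used in its place. The depth was 6692516 to 8987922 reads in nB, 7644544 to 8903872 in GCB and 1355231 to 3803197 in BMPC, so 1 read weighs more in BMPC and low genes there are more often at 0. A gene whose libraries were all at or under 3 reads was taken as at the floor. A fold against such a group was computed with the group at the FPKM that 3 reads make in its shallowest library, and given as a lower bound. Amplified reads without molecular identifiers are not independent molecules, so floors cover counting error only.

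The main test was limma on log2(FPKM + 1), with 1 mean per group over all 18 libraries, a common spread per gene, moderated with an intensity trend, two-sided, and Benjamini-Hochberg adjustment over the 11522 genes with FPKM above 1 in at least 2 libraries. A gene passed at an adjusted p of 0.05 or less and a change of at least 1 on the log2(FPKM + 1) scale, which understates the change of low genes. Comparisons were the genotypes within each cell type, the cell types within each genotype, and the interaction of both. Genes were named by a rule for each genotype comparison, the 5 genes with the largest rise and the 5 with the largest fall among those that passed with all 3 libraries of 1 genotype beyond all 3 of the other. Sets of genes higher or lower in BMPC than nB were chosen on the mean of both genotypes and tested with camera (preset correlation 0.01), fry and an exact permutation of the median. Single values were compared by exact two-sided permutation of 3 against 3 libraries, which makes 10 splits and allows no p below 0.1. Counts of genes past the threshold were also computed for the other splits of the same libraries, 100 drawn at random (seed 11) for interactions. Principal components were computed on centred log2(FPKM + 1).

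Preset lists of genes were the targeted genes, the methyltransferases Dnmt1 and Dnmt3l, sex-linked genes, markers of nB, GCB and BMPC, genes the study named as lower or higher in BMPC, and markers of mature B, early B, neutrophil, macrophage, T and erythroid cells and of the cell cycle. The groups, the tests, the naming rule, these lists and the alternatives were fixed before the data were examined. A list of 18 genes that every cell uses and the filter of FPKM above 1 in at least 3 libraries were chosen after seeing the data. Some preset genes, and the results that need them, are not reported here.

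Alternatives were a pseudocount of 0.1, no filter, FPKM above 3 in at least 3 libraries, median of ratios scaling, rescaling without immunoglobulin genes (Jchain), a fit to only the groups compared, sex as a covariate, a quality weight per library (arrayWeights), voom on the recovered reads, an adjusted p of 0.01, no minimum change, leaving out each library in turn, the replicate number as a block in GCB, and the 500 most variable genes for principal components. The count model of the authors was not refitted.

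The tests were tested on simulated data, with counts drawn from the means and depths of the libraries and 200 of 11522 genes changed 8-fold. With the smallest spread of the 3 cell types in all libraries, 91.5% to 99.5% of the changed genes were recovered in fits to 18 or 6 libraries. With the spread measured in each cell type, the 18-library fit recovered 139 in nB, 126 in GCB and 137 in BMPC, with 512 other genes passing in BMPC. Fits to 6 libraries recovered 173 in nB, 195 in GCB and 0 in BMPC. Positions are from an annotation of NCBIM37, the assembly of mm9, on which 11205 of the tested genes were placed. R 4.3.3 with limma 3.58.1 and the data.table package (version 1.17.8), and Python 3.11.15 with matplotlib 3.10.9, were used.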

Results

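RNA-seq libraries were made from 3 cell types of the mouse B lineage, to ask how gene expression before and after differentiation changes when B cells lose Dnmt3a and Dnmt3b, the enzymes that place DNA methylation at new sites. Naive lymph node B cells (nB) were sorted as B220+ GL7− Fas− cells from unimmunized mice. Germinal center B cells (GCB) were B220+ GL7+ Fas+ cells that bound phycoerythrin (PE), a fluorescent protein used as the antigen, and bone marrow plasma cells (BMPC) were CD138+ cells. Both came from mice immunized with PE. Dnmt3-deficient mice carried floxed alleles of Dnmt3a and Dnmt3b and expressed Cre recombinase in B cells. Dnmt3-sufficient littermates carried the floxed alleles without Cre. Each of the 6 groups held 3 libraries, 18 in all.

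Read counts per gene were recovered from the deposited FPKM values. The nB libraries held 6692516 to 8987922 reads on genes and the GCB libraries 7644544 to 8903872. The BMPC libraries were shallower. Dnmt3-sufficient BMPC replicates 1 to 3 held 2196198, 3803197 and 3629318 reads, and Dnmt3-deficient BMPC replicates 1 to 3 held 1632925, 1355231 and 2265945. Of 11522 genes tested, 891 to 1252 had 0 reads in an nB library and 680 to 1242 in a GCB library, against 2991 to 4615 in a BMPC library.

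**Figure D1:**
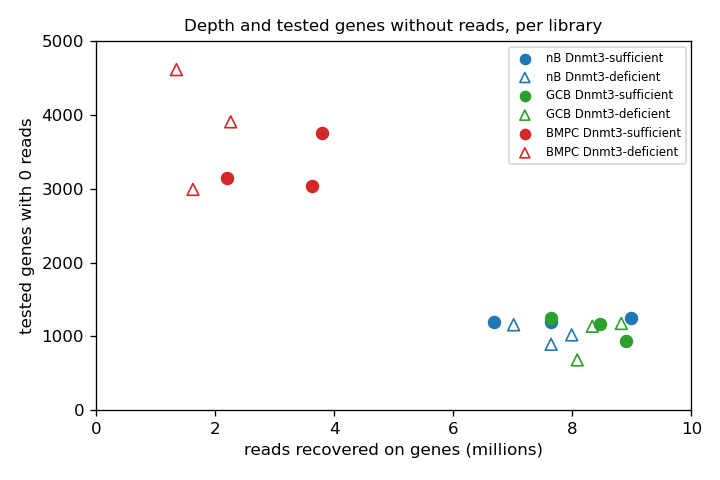
Reads recovered on genes (x axis) against the number of the 11522 tested genes with 0 reads (y axis), for each of the 18 libraries, with filled circles for Dnmt3-sufficient and open triangles for Dnmt3-deficient. The BMPC libraries had 1355231 to 3803197 reads and 2991 to 4615 tested genes at 0, apart from the nB and GCB libraries on both axes.

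BMPC libraries of the same group also differed more from each other. The median SD of log2(FPKM + 1) across tested genes was 0.41 in Dnmt3-sufficient and 0.35 in Dnmt3-deficient nB, 0.27 and 0.30 in GCB, and 0.78 and 0.82 in BMPC (n = 3 in each). The paper states that each GCB sample pooled 2 mice and states no pooling for nB or BMPC. The GCB spread is therefore not one between single mice. Spearman correlations between libraries of a group, taken across genes, which are not independent replicates, were 0.895 to 0.937 in nB, 0.942 to 0.954 in GCB and 0.643 to 0.712 in BMPC. As a check for 1 library deposited under 2 names, read counts were compared within groups, and no pair was that close (chi-square per degree of freedom of at least 22.3). The value does not measure the spread between mice.

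The first principal component of log2(FPKM + 1) held 40.1% of the variance and the second 17.7%, and the 3 cell types separated along them. The distance between genotype means on these components, divided by the mean distance of libraries from their group mean, was 0.73 in nB, 1.12 in GCB and 1.72 in BMPC. An exact two-sided permutation of the 6 libraries of a cell type gave p of 0.8, 0.7 and 0.2, where the smallest p that 3 against 3 libraries allow is 0.1. With the 500 most variable genes alone the ratio in nB rose to 1.57, with an exact p of 0.1.

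**Figure D2:**
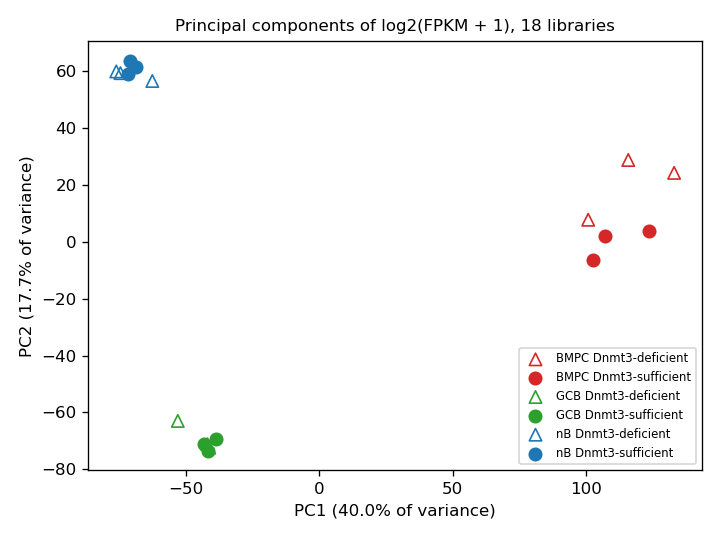
Scores of the 18 libraries on the first (40.1% of variance, x axis) and second (17.7%, y axis) principal components of log2(FPKM + 1), coloured by cell type, with filled circles for Dnmt3-sufficient and open triangles for Dnmt3-deficient. Cell types form separate clusters, and the BMPC libraries lie farthest from each other.

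The targeted genes were examined first. Dnmt3a (Entrez 13435, chromosome 12, 3806007 to 3914443 on mm9) was at 3.48 ± 1.10 FPKM (SD, n = 3) in Dnmt3-deficient nB and 3.67 ± 1.42 in Dnmt3-sufficient nB. In GCB it was at 0.265 ± 0.0844 and 0.230 ± 0.185. Dnmt3b (Entrez 13436, chromosome 2, 153475186 to 153513466) was at 3.89 ± 3.89 and 3.97 ± 2.64 FPKM in nB and at 0.883 ± 0.191 and 0.326 ± 0.338 in GCB. In BMPC, Dnmt3a was at 0.0544, 3.08 and 0.549 FPKM in the Dnmt3-deficient libraries and 0.768, 0 and 0.734 in the Dnmt3-sufficient libraries, and Dnmt3b was at 0, 1.88 and 9.29 against 1.37, 0 and 0. None of these differences passed (limma adjusted p 0.401 to 1), while for Dnmt3b in GCB every Dnmt3-deficient library (0.744 to 1.10 FPKM) lay above every Dnmt3-sufficient library (0 to 0.676). Only part of each gene is floxed, and a value summed over all exons of a gene does not resolve the loss of some exons, so the totals do not check the genotype labels. The sign of the Dnmt3a change in nB (-0.05 on the log2(FPKM + 1) scale) became positive without Dnmt3-sufficient replicate 1 (0.18) or Dnmt3-deficient replicate 2 (0.17), and that of Dnmt3b (-0.21) without Dnmt3-deficient replicate 1 (0.45) or Dnmt3-sufficient replicate 3 (0.17). The sign of the Dnmt3a change in GCB (0.05) turned without Dnmt3-sufficient replicate 3 (-0.08) or Dnmt3-deficient replicate 1 (-0.0047), and in BMPC (0.37) without Dnmt3-deficient replicate 2 (-0.19).

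Dnmt1 (Entrez 13433), the maintenance methyltransferase, was at 15.1 ± 4.73 FPKM (SD, n = 3) in Dnmt3-deficient and 13.8 ± 3.61 in Dnmt3-sufficient nB, and at 67 ± 16.0 and 57.0 ± 5.89 in GCB (limma adjusted p 1 in both). In nB the sign of the Dnmt1 change (0.11 log2) turned without Dnmt3-deficient replicate 3 (-0.05) or Dnmt3-sufficient replicate 3 (-0.11). In BMPC, Dnmt1 was at 1.49, 3.58 and 6.17 FPKM in the Dnmt3-deficient libraries and 13.3, 5.71 and 18.5 in the Dnmt3-sufficient libraries, a log2 change of -1.51 with a standard error of 0.475 and a limma adjusted p of 0.0786. Without Dnmt3-sufficient replicate 2 the adjusted p was 0.0197, and without Dnmt3-deficient replicate 3 it was 0.0306, while the highest over the alternatives was 0.779. Dnmt3l was listed at 0 in all 18 libraries.

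The sex given for each library matched its sex-linked genes in all 18. Xist was at 6.43 to 37.6 FPKM in the 10 female and 0 to 0.584 in the 8 male libraries, and the summed FPKM of 4 Y chromosome genes was 0 to 0.254 and 30.3 to 140.8.

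The comparison of genotypes within a cell type asked which genes depend on Dnmt3a and Dnmt3b at that stage. In nB, 6 of 11522 genes reached a limma adjusted p of 0.05 or less with a log2 change of at least 1, and all 6 were higher in Dnmt3-deficient cells. At an unadjusted p under 0.05 there were 312 genes, where 576.1 would be given by chance. In GCB, 0 genes passed, with 124 at an unadjusted p under 0.05. The fit to the GCB libraries alone also gave 0 (724 at an unadjusted p under 0.05). The 312 and 124 lie under the number given by chance, in a fit that shares 1 spread per gene with the more variable BMPC libraries. In simulations with the measured spreads it recovered 126 of 200 changed genes in GCB, and the fit to GCB alone 195. Changed genes may thus be missed in nB and GCB. The genotypes did not overlap for 8.84% of tested genes in nB and 10.6% in GCB, where chance gives 10% without ties, and for 6 of the 6 nB genes that passed. The alternative that moved the nB count most in number of genes was the removal of the filter on low values. It gave 20 genes, 15 higher and 5 lower, and the fit to the nB libraries alone gave 0 (592 at an unadjusted p under 0.05). The direction also depended on the setting, with 1 higher and 2 lower at a pseudocount of 0.1 and 6 higher and 3 lower with voom, of which 1 gene in each was among the 6. Leaving out a single library gave 9 to 13 genes in nB, with 13 without Dnmt3-deficient replicate 3, 12 without Dnmt3-sufficient replicate 1 (9 higher and 3 lower) or 2 (6 higher and 6 lower), 11 without Dnmt3-deficient replicate 1 and 10 without Dnmt3-sufficient replicate 3. In GCB it gave 2 without Dnmt3-sufficient replicate 2 or 3 and 1 without Dnmt3-deficient replicate 1 or 3.

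Of the nB genes, Trim12a (Entrez 76681, chromosome 7, 111448408 to 111463980 on mm9) was at 25.2 ± 4.67 FPKM (SD, n = 3) in Dnmt3-deficient and 0.976 ± 0.172 in Dnmt3-sufficient libraries, a log2 change of 3.71 (standard error 0.535, limma adjusted p 0.0105). Klra18 (Entrez 93970) was at 10.2 ± 1.90 and 1.20 ± 0.576 FPKM, with a log2 change of 2.36 (standard error 0.286, adjusted p 3.39e-03). Hba-a2 (Entrez 110257, chromosome 11, 32196489 to 32197301) was at 11.7, 59.6 and 117 FPKM in the Dnmt3-deficient libraries and 0, 0.808 and 0 in the Dnmt3-sufficient libraries (log2 change 5.21, standard error 0.817, adjusted p 0.0228). Hbb-bs (Entrez 100503605) was at 10.8, 49.96 and 86.6 FPKM against 0.468, 0.614 and 0.348. It was at least 70-fold higher with the Dnmt3-sufficient group set at 3 reads in its shallowest library (adjusted p 0.0286). Ccl8 (Entrez 20307, chromosome 11, 81928687 to 81930301) was at 2.94, 4.74 and 2.82 FPKM against 1.17, 0 and 0 (log2 change 1.77, standard error 0.305, adjusted p 0.0451). The sixth gene, Klri2 (Entrez 320407), falls outside the rule that chose the other 5, since the rule took at most 5, was named after its values were seen, and had a log2 change of 1.76 (standard error 0.227, adjusted p 3.86e-03). Trim12a, Klra18 and Klri2 and the globin genes Hba-a2 and Hbb-bs have close paralogs, and reads may have been divided among them. In the fit to the nB libraries alone the adjusted p of Trim12a was 0.101, of Klra18 0.404, of Hba-a2 and Hbb-bs 0.64 and of Ccl8 0.745. The lowest over the alternatives were 1.05e-03, 1.70e-05, 4.27e-03, 4.27e-03 and 6.64e-03 for Trim12a, Klra18, Hba-a2, Hbb-bs and Ccl8, and the highest were these same fits except for Trim12a (0.313 with a pseudocount of 0.1). Hba-a2 lost its call without Dnmt3-sufficient replicate 1 (0.0586) or 3 (0.0672) or Dnmt3-deficient replicate 2 (0.0800) or 3 (0.0697). Hbb-bs lost it without Dnmt3-sufficient replicate 1 (0.062), 2 (0.0568) or 3 (0.075) or Dnmt3-deficient replicate 2 (0.104) or 3 (0.0972). Ccl8 lost it without Dnmt3-deficient replicate 1 (0.0533) or 2 (0.111) or Dnmt3-sufficient replicate 2 (0.118) or 3 (0.124). With sex as a covariate Hbb-bs (0.0501) and Ccl8 (0.0656) did not pass. None of the 5 passed with voom (0.139 to 0.239) or with a pseudocount of 0.1 (0.0593 to 0.313). All 6 genes passed with median of ratios scaling and with a quality weight per library.

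**Figure D3:**
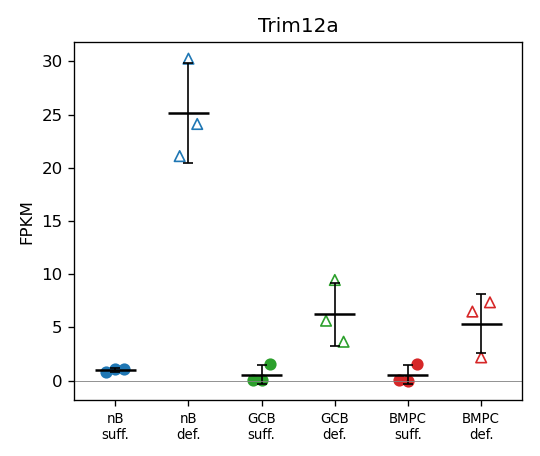
FPKM of Trim12a in each library (y axis, linear, from 0) by cell type and genotype (x axis; suff., Dnmt3-sufficient, filled circles; def., Dnmt3-deficient, open triangles), with horizontal lines at the mean and bars of 1 SD (n = 3). Trim12a was higher in all 3 Dnmt3-deficient libraries of each cell type.

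In BMPC, 459 genes passed in the fit to all 18 libraries, of which 154 were higher and 305 lower in Dnmt3-deficient cells. At an unadjusted p under 0.05 there were 2342 genes, where 576.1 would be given by chance. This count depended on where the spread between libraries was estimated. The fit takes 1 spread per gene over all 18 libraries, and the fit to the 6 BMPC libraries alone gave 0 genes (688 at an unadjusted p under 0.05). With a quality weight per library it gave 18 genes, 9 higher and 9 lower. The genotypes did not overlap for 10.3% of all tested genes in BMPC, where chance gives 10% without ties, and for 404 of the 459 genes that passed. A gene with a 0 in both genotypes cannot separate them, so chance gives less than 10% in BMPC, by an amount that was not computed. When the 6 BMPC libraries were split 3 against 3 in the 9 other ways, the 18-library fit gave 216 to 445 genes, fewer than the 459 of the labelled genotypes. The smallest share that 10 splits can give is 1 in 10. In simulated tables with no genotype difference, the same fit gave a median of 455.5 genes (388 to 585). With median of ratios scaling, 428 genes passed, and the 192 higher and 236 lower genes made a more even division than in the values as deposited. That scaling moved the median log2 change of all genes from -0.05 to 0. The authors' deposited table, from a count model at an FDR of 0.01, listed 557 genes between the BMPC genotypes, 356 higher and 201 lower in Dnmt3-deficient cells, and 154 of these were among the 459. In the authors' deposited table, 306 of the 557 genes were listed at 0 in all libraries of 1 genotype. Leaving out a single library gave 580 to 922 genes, with 720 without Dnmt3-sufficient replicate 1 and 693 without Dnmt3-sufficient replicate 2. The count of 922, without Dnmt3-deficient replicate 1, lay farthest from 459 in number of genes. By ratio, the 0 of the BMPC libraries alone and the 18 with a quality weight lay farther.

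**Figure D4:**
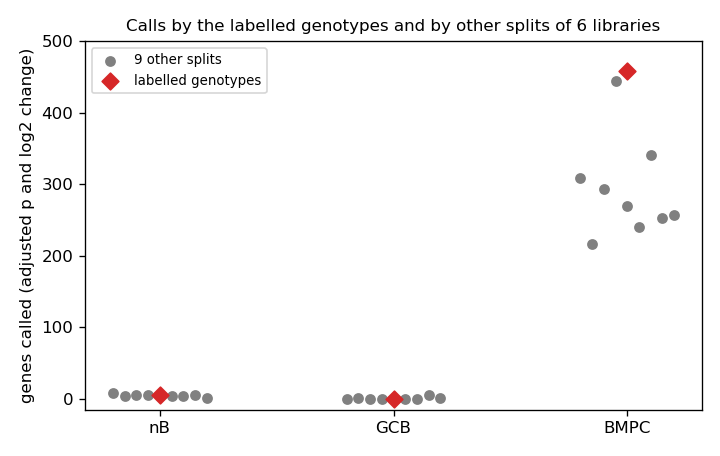
Number of genes past an adjusted p of 0.05 and a log2 change of 1 (y axis) when the 6 libraries of each cell type (x axis) are divided by the labelled genotypes (red diamonds) or in the 9 other ways into 3 and 3 (grey circles), in the fit to all 18 libraries. In BMPC the labelled genotypes gave 459 genes and the other splits 216 to 445, while in nB the values were 6 and 1 to 8 and in GCB 0 and 0 to 5.

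Among the BMPC genes, 66 were listed at 0 in all libraries of 1 genotype, 21 of the higher and 45 of the lower genes. Of 18 genes that every cell uses, 1 was also listed at 0 in BMPC libraries, so values are given per library. The 5 largest rises among genes whose genotypes did not overlap were in Oosp2, AB124611, Zfp472, Rnase2a and Dnase1l1. Oosp2 (Entrez 225922, chromosome 19, 11721769 to 11735049 on mm9) was at 52.8, 78.9 and 25.6 FPKM in the Dnmt3-deficient libraries and listed at 0 in the 3 Dnmt3-sufficient libraries. It was at least 25.8-fold higher with the Dnmt3-sufficient group set at 3 reads in its shallowest library (limma adjusted p 6.31e-05). AB124611 (Entrez 382062, chromosome 9, 21330620 to 21349777) was at 26.3, 28.1 and 23.5 FPKM and listed at 0, at least 27.5-fold higher (adjusted p 1.13e-07). Zfp472 (Entrez 224691, chromosome 17, 33102759 to 33116178) was at 25.7, 34.7 and 22.9 FPKM against 0.195, 0 and 0, at least 47.5-fold higher (adjusted p 2.63e-05). Rnase2a (Entrez 93726, chromosome 14, 51874941 to 51875787) was at 17.8, 26.7 and 23.0 FPKM and listed at 0, at least 11.4-fold higher (adjusted p 2.42e-08). Dnase1l1 (Entrez 69537, chromosome X, 71518556 to 71527676) was at 6.04, 88.6 and 27.4 FPKM against 1.06, 0.152 and 0 (log2 change 4.29, standard error 0.947, adjusted p 0.0161). Rnase2a and Zfp472 belong to families with close paralogs.

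The 5 largest falls in BMPC by the same rule were in Snord49a, Nudt9, Tcn2, Nupr1 and Haus7. Snord49a (Entrez 100217455, chromosome 11, 62416952 to 62417023 on mm9), a small nucleolar RNA gene, was listed at 0 in the 3 Dnmt3-deficient libraries and at 29.4, 42.4 and 137.8 FPKM in the Dnmt3-sufficient libraries. These came from 4, 10 and 31 reads, so it was at least 1.96-fold lower (limma adjusted p 2.98e-05). Nudt9 (Entrez 74167, chromosome 5, 104475325 to 104494398) was at 1.38, 0 and 0 FPKM against 41.3, 62.1 and 56.6, at least 32.1-fold lower (adjusted p 8.35e-06). Tcn2 (Entrez 21452, chromosome 11, 3817195 to 3832162) was listed at 0 against 29.7, 56.7 and 21.6 FPKM, at least 34.7-fold lower (adjusted p 8.35e-06). Nupr1 (Entrez 56312, chromosome 7, 133766763 to 133770524) was listed at 0 against 24.7, 39.9 and 28.6 FPKM, at least 8.79-fold lower (adjusted p 2.42e-08). Haus7 (Entrez 73738, chromosome X, 70682654 to 70704383) was listed at 0 against 21.4, 39.3 and 29.1 FPKM, at least 18.4-fold lower (adjusted p 1.13e-07). Of the 10 genes named in BMPC, none passed in the fit to the 6 BMPC libraries alone (adjusted p 0.647 to 0.711). With a quality weight per library Oosp2 (0.145) and Dnase1l1 (0.702) did not pass, and Dnase1l1 also did not pass with voom (0.0676) or without Dnmt3-deficient replicate 2 (0.0502).

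Genes that the study named as changed in BMPC were followed as preset lists. The study chose them on these libraries, so they are not independent evidence. All 7 genes of the list named as lower had a negative log2 change, and 6 of them passed over all genes tested against 7 adjusted over the list alone. The changes of Smarca4, Ipo11, Trim30a, Chek2 and Pidd1 had limma adjusted p of 3.88e-03, 3.94e-04, 3.16e-04, 3.56e-04 and 3.55e-03. Yeats2 was at -1.53 (0.0443) and Tnpo1 at -1.39 (0.208). Yeats2 did not pass without Dnmt3-deficient replicate 2 (0.0759) or 3 (0.0694) or Dnmt3-sufficient replicate 2 (0.102). All 11 genes of the list named as higher had a positive change, and 6 passed over all genes tested against 9 adjusted over the list alone. S1pr4, Btla and Ikzf5 had adjusted p of 1.47e-04, 7.73e-04 and 2.41e-03, and Btk, Il10ra and Relb 0.0327, 0.0444 and 0.0465. Pou2f2 (0.0531), Cd86 (0.0566), Ebf1 (0.179), Nfatc2 (0.438) and Nfatc1 (0.455) did not pass. Relb did not pass without Dnmt3-sufficient replicate 1 (0.065), 2 (0.0657) or 3 (0.073) or Dnmt3-deficient replicate 2 (0.0792) or 3 (0.117). Il10ra did not pass without Dnmt3-sufficient replicate 1 (0.0704), 2 (0.072) or 3 (0.0542) or Dnmt3-deficient replicate 1 (0.0646) or 3 (0.11). Btk did not pass without Dnmt3-sufficient replicate 2 (0.0913) or 3 (0.0857) or Dnmt3-deficient replicate 1 (0.078) or 3 (0.0502). Pou2f2 passed without Dnmt3-sufficient replicate 1 (0.0246), Cd86 without Dnmt3-deficient replicate 1 (2.46e-05) and Ebf1 without Dnmt3-deficient replicate 3 (8.62e-03). Tnpo1 (0.0205), Pou2f2 (0.0283) and Cd86 (0.0448) passed with a pseudocount of 0.1, and Pou2f2 also without the filter on low values (0.0227), with FPKM above 3 in at least 3 libraries (0.0480), with median of ratios scaling (0.0455) and when rescaled without Jchain (0.0492). With 4 genes of each list at their bound, since 1 genotype was at or under 3 reads, the median log2 change was -3.16 for the list named as lower and 3.02 for the other (2.43 as fitted). All 18 genes were also expressed in nB or GCB. None of the 18 genes passed in the fit to the 6 BMPC libraries alone (adjusted p of 0.647 or higher). With a quality weight per library, Btla (0.0255) was the only one of the 18 to pass, and the other 11 that had passed were at 0.136 to 0.765, among them Smarca4 (0.218), Ipo11 (0.145), Chek2 (0.171) and S1pr4 (0.204). Without the filter on low values Relb (0.0645), Il10ra (0.0645) and Btk (0.0622) did not pass, nor did Yeats2 (0.0532) and Il10ra (0.0543) with sex as a covariate or Btk with voom (0.330).

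Sets of genes that change in plasma cells as a whole were chosen from the mean of both genotypes. The 4525 genes lower in BMPC than nB had a median log2 change between genotypes of 0 in BMPC, and all genes tested had -0.05. No difference of the set from the other genes was found (camera adjusted p 0.277). Its exact permutation p of 1 was fixed by the median of 0, which every split reaches, so that test decides nothing. With voom the median of the set was 0.28, and that of all genes 0.06 (camera p 0.180). The set holds 590 genes at or under 3 reads in both genotypes and 866 in 1 genotype. With the former left out and the latter at their bound the median was -0.06. Its camera p, at 0.277 with all libraries, was 0.0197 without Dnmt3-sufficient replicate 1 and 0.0371 without Dnmt3-sufficient replicate 3 of BMPC, an upward shift relative to the other genes, across genes and not an exact test. The 1086 genes higher in BMPC than nB had a median log2 change of -0.35, also with 40 genes at their bound (camera adjusted p 3.08e-03). An exact permutation of the 6 libraries on this median gave p of 0.1, the smallest it can give. The test fry, which estimates the correlation between genes, gave a p of 5.22e-03 for this set and 0.493 for the other, from the 6 libraries and not an exact test. The median scaled by median of ratios was -0.17 (camera p 0.0615, not exact), and over all alternatives the camera p lay between 3.72e-05 and 0.277. Without Dnmt3-deficient BMPC replicate 1, 2 or 3 it was -0.28, -0.22 and -0.27, with camera p, not exact, of 0.277, 0.0572 and 0.156.

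Whether the genotype change differed between cell types was tested by interaction. Between GCB and nB, 0 genes passed, with 204 at an unadjusted p under 0.05. Leaving out nB Dnmt3-deficient replicate 3 or GCB Dnmt3-sufficient replicate 3 gave 1 gene each. Between BMPC and nB, 64 genes passed, 19 with a more positive and 45 with a more negative change in BMPC. Between BMPC and GCB, 49 passed, 17 more positive and 32 more negative. Median of ratios scaling made the division more even in the former, with 27 more positive and 39 more negative, and moved the median interaction of all genes from -0.16 to -0.05. Of 100 splits of the libraries, 14 and 23 gave as many genes, the labelled genotypes included. The BMPC counts were raised by leaving out a BMPC library. For BMPC against nB they were 192, 209 and 166 without Dnmt3-sufficient replicates 1, 2 and 3, and 318, 173 and 168 without Dnmt3-deficient replicates 1, 2 and 3. For BMPC against GCB the counts were 170, 171 and 139, and 274, 129 and 119. The division moved as well. For BMPC against nB it was 76 more positive and 97 more negative without Dnmt3-deficient replicate 2, and 83 and 235 without replicate 1. For BMPC against GCB it turned to 67 and 62 without Dnmt3-deficient replicate 2, and was 57 and 62 without replicate 3. There it was 69 and 205 without Dnmt3-deficient replicate 1, and 55 and 115 without Dnmt3-sufficient replicate 1. Leaving out GCB Dnmt3-deficient replicate 2 or GCB Dnmt3-sufficient replicate 1 gave 30 genes in the latter.

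Differentiation was compared within each genotype. From nB to GCB, 1631 genes changed in Dnmt3-sufficient cells, 832 higher and 799 lower in GCB, and 1489 in Dnmt3-deficient cells, 727 higher and 762 lower. The latter count was 982 without GCB Dnmt3-deficient replicate 2. From nB to BMPC, 4299 genes changed in Dnmt3-sufficient cells, 1122 higher and 3177 lower, and 4311 in Dnmt3-deficient cells, 789 higher and 3522 lower. From GCB to BMPC the counts were 3175 (768 higher and 2407 lower) and 3719 (708 higher and 3011 lower). The median log2 change of all tested genes from nB to BMPC was -0.70 and -0.84, so part of the lower counts goes with a shift of all genes, in libraries with more genes at 0. From GCB to BMPC it was -0.56 and -0.73. Median of ratios scaling moved these 4 medians to -0.64, -0.67, -0.46 and -0.54, and voom to -1.26, -1.41, -1.12 and -1.29. Which genotype had more lower genes from nB to BMPC depended on the model. Voom gave 3481 lower in Dnmt3-sufficient and 3232 in Dnmt3-deficient cells. The authors' deposited table, at an FDR of 0.01, gave 1178 higher and 949 lower in Dnmt3-sufficient cells. In Dnmt3-deficient cells it gave 1180 and 739. Its median log2 changes were 0.21 and 0.34, opposite in sign to those here. The alternative that moved the nB to GCB counts most was a quality weight per library, with 3259 and 3163 genes. The nB to BMPC counts were lowest with an adjusted p of 0.01, at 2805 and 2762. No other split of the same libraries gave more than 4 genes in any of these 6 comparisons.

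Genes that mark the cell types were set beforehand. Fcer2a was at 558.8 to 766.5 FPKM in nB libraries and 0 to 6.81 in BMPC libraries, and Ccr7 at 119.7 to 189.5 and 0 to 6.46. Mki67 was at 55.6 to 110.8 FPKM in GCB and at most 0.849 in nB. Bcl6 did not differ between nB and GCB (adjusted p 0.774 and 0.461). Xbp1 rose from nB to BMPC by a log2 change of 5.05 (standard error 0.421, adjusted p 1.64e-07) and 4.74 (adjusted p 4.04e-07), and Sdc1, which encodes CD138, by 4.87 (adjusted p 1.07e-06) and 5.61 (adjusted p 3.05e-07). Prdm1 rose by 2.29 (adjusted p 0.0132) and 4.22 (adjusted p 1.46e-04), and the former had an adjusted p of 0.0684 without BMPC Dnmt3-sufficient replicate 2 and 0.107 in the fit to the groups compared alone.

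The share of reads in Jchain, which encodes the joining chain of IgA and IgM, stood in for the immunoglobulin share. It was 8.09% ± 1.77 (SD, n = 3) in Dnmt3-deficient and 4.34% ± 0.995 in Dnmt3-sufficient BMPC, with every Dnmt3-deficient library above every Dnmt3-sufficient library and an exact two-sided permutation p of 0.1, the smallest possible. The difference was 3.75 percentage points and lay between 2.89 and 4.66 when a single library was left out. In GCB the share was 0.132% ± 0.0133 and 0.153% ± 0.0295 (exact p 0.5).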

Values the study reported

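The study reported that few genes differed by genotype in nB and GCB. In Dnmt3-deficient BMPC it counted 356 upregulated and 201 downregulated genes.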

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

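The tests of interaction and the splits behind them were set before their result was seen, and the simulations with no genotype difference were chosen only after the result was seen.

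The change between genotypes differed between cell types by a test of the interaction itself in 64 genes for BMPC against nB and in 49 genes for BMPC against GCB. Of 100 splits of the libraries within their cell types, 14 gave at least 64 genes in the former and 23 gave at least 49 in the latter, the labelled genotypes included. The other splits ranged from 12 to 89 and from 12 to 72 genes. Counts this large thus also came from libraries grouped without regard to genotype. For GCB against nB, 100 of the 100 splits gave at least 0 genes, the number found, which any split does, so the splits test nothing there, with 204 genes at an unadjusted p under 0.05.

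The 18-library fit gives the BMPC libraries the common spread of all cell types, while the BMPC libraries varied more than the others. In 20 simulated tables with no genotype difference and the spread measured in each cell type, the median number of genes passing between BMPC genotypes was 455.5. The interactions themselves were not simulated. A real difference between cell types stays open, since a smaller number of true genes may lie within these counts.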

How the results depend on the processing

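The alternatives were fixed beforehand, except the filter of FPKM above 1 in at least 3 libraries, which was chosen after seeing the data and moved no count by over 1.5 times. The share in immunoglobulin constant genes alone was not run. The principal component ratios were 0.92 to 1.58 with a pseudocount of 0.1 and the 500 most variable genes, and that of nB moved from 0.733 to 1.573 with the latter. The exact p of 3 against 3 libraries cannot fall below 0.1, so it says nothing about their stability. Unless stated, the cause of a change was not tested.

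Genotype genes in nB numbered 6. They were 3 with a pseudocount of 0.1, 20 with no filter on low values, 0 in the fit to only the groups compared (592 at an unadjusted p under 0.05), 11 with array weights and 2 at an adjusted p of 0.01, and 9 to 13 across the 6 fits that each left out a library. Those in GCB numbered 0, and 2 with no filter, 3 with array weights and 2 with voom on recovered reads, with 0 to 2 across the fits that left out a library. Those in BMPC numbered 459, and 0 in the fit to only the groups compared (688 at an unadjusted p under 0.05), 18 with array weights, 262 with voom and 162 at an adjusted p of 0.01, where 216 of the 262 were among the 459. Leaving out a library gave 580 to 922. The fit to the BMPC libraries alone recovered 0 of 200 simulated 8-fold changes with the measured spread, and other sizes of change were not simulated.

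From nB to GCB the genes in Dnmt3-sufficient cells numbered 2653 in the fit to only the groups compared, 3259 with array weights and 980 at an adjusted p of 0.01, and in Dnmt3-deficient cells 2561, 3163 and 852. Leaving out a library gave 1131 to 1314 and 982 to 1169. From nB to BMPC they numbered 2806 and 2836 in the fit to only the groups compared and 2805 and 2762 at an adjusted p of 0.01, with 3510 to 4215 and 3310 to 4299 when a library was left out. From GCB to BMPC they numbered 1889 and 2259 at an adjusted p of 0.01, with 2391 to 3219 and 2746 to 3886.

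The interaction of GCB against nB gave 5 genes with no filter, 4 in the fit to only the groups compared, 1 with array weights and 0 to 1 when a library was left out. BMPC against nB gave 26 in the fit to only the groups compared, 15 with array weights, 124 with voom, 30 at an adjusted p of 0.01 and 46 to 318 when a library was left out. BMPC against GCB gave 87 with a pseudocount of 0.1, 26, 13, 94 and 29 under the same 4 alternatives and 30 to 274 when a library was left out.

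The median genotype change in BMPC of genes higher in BMPC than nB was -0.17 with median of ratios scaling, no longer past the threshold, and -0.43 to -0.22 when a library was left out. That of genes lower in BMPC was -0.13 to 0, and 0.28 with voom. The Jchain difference in BMPC was 2.89 to 4.66 percentage points. The Dnmt3a genotype change in nB reversed to 0.0092 with array weights and 0.032 with voom. Across fits that left out a library it ranged from -0.26 to 0.18, with Dnmt3b in nB from -0.84 to 0.45, Dnmt1 in nB from -0.11 to 0.38, Dnmt3a in GCB from -0.077 to 0.14 and Dnmt3a in BMPC from -0.19 to 0.79.

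Of 56 single-gene results under 1006 alternatives, 102 alternatives in 28 results lost the threshold and 12 in 5 results crossed it. The replicate number was shared by GCB libraries of both genotypes. With this number as a block, 0 GCB genes passed (717 at an unadjusted p under 0.05), and 0 without the block in the same libraries (724). The deviations of same-numbered libraries had correlations of 0.0020, -0.0068 and -0.024 across genes, so the number did not pair them. The depth of BMPC libraries limits genes at low levels there, where a library of 1355231 reads lists 4615 tested genes at 0.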

Other observations

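Tests of the other splits of the 3 genotype comparisons, of the shared spread, of the Jchain share, of the size of the Trim12a difference, of the lists of other cell types, of the erythroid genes in nB and of the zeros of genes every cell uses (Fisher test and list) were chosen only after the result was seen.

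In the 18-library fit, the labelled genotypes gave 459 genes in BMPC and the other splits at most 445, so 1 of the 10 splits gave as many, the smallest share possible. In nB 2 of the 10 splits gave at least 6 genes. In GCB 10 of the 10 gave at least 0, which any split does, so the splits test nothing there (124 genes at an unadjusted p under 0.05). For the comparisons of nB with GCB in Dnmt3-sufficient and Dnmt3-deficient cells 1 of the 10 splits gave as many genes (1 and 1), as did 1 and 1 for nB with BMPC and 1 and 1 for GCB with BMPC, where other splits gave at most 4 genes. By the share of splits alone an effect cannot be told apart from chance in nB, where another split gave as many genes, nor in BMPC and the 6 comparisons of cell types, where 3 against 3 libraries allow no smaller share than 1 in 10. The size of the counts differs, since the 6 comparisons of cell types gave 1489 to 4311 genes against at most 4 in any other split, while the BMPC genotypes gave 459 against up to 445.

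The number of BMPC genes was set against the spread estimate. In 20 simulated tables with no genotype difference, and with a dispersion of 0.098 in nB, 0.0557 in GCB and 0.721 in BMPC, the median number of genes passing in BMPC was 455.5 (388 to 585), against 1 in nB and 0 in GCB. The fit to the BMPC libraries alone gave 0 in all of them. A spread estimate shared with less variable cell types may therefore account for a count as large as 459, and in other simulations, with 200 genes changed 8-fold and the same dispersions, the fit to BMPC alone recovered 0 of them, so how many genes differ stays open. The simulated median lies above all 9 other splits of the real libraries (216 to 445), so the simulations do not settle what the count measures. Array weights gave 18 genes, where the other splits gave 2 to 20, and voom 262, where they gave 172 to 367.

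The lower depth of the Dnmt3-deficient BMPC libraries is argued against as the source of the excess of lower genes. With all 6 BMPC libraries drawn down to 1355231 reads, over 20 draws, a median of 66.42% of genes that passed were lower (64.8% to 68.2%), with 463 genes, 156 higher and 307 lower. The median change of the genes higher in BMPC than nB was -0.3407 (-0.353 to -0.326) at equal depth, against -0.04 for all genes. The excess of lower genes depended on the scaling, since median of ratios scaling gave 192 higher and 236 lower. It also depended on single libraries. Without Dnmt3-deficient BMPC replicate 2, the shallowest, 267 genes were higher and 328 lower. Without Dnmt3-deficient BMPC replicate 1 they were 275 and 647. Lower genes stayed in the majority in every fit that left out a BMPC library. Depth also did not account for the spread between BMPC libraries. In nB and GCB libraries thinned to the BMPC depths the largest median SD was 0.4194 log2, where BMPC had 0.78 and 0.82.

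Loss of transcripts in library preparation may add to that spread. Of 108 values of 18 genes that every cell uses, 3 were listed at 0 in BMPC (2.778%), against 0 of 216 in thinned nB and GCB libraries, with a one-sided Fisher's exact p of 0.0364. All 3 zeros were in 1 gene, Tbp, and the margin set before the zeros were seen was 5, which they did not reach, so the explanation is left open. Of values of genes with a mean FPKM of at least 10, 5.005% were at 0 in BMPC, 0.189% in thinned nB and 0.0945% in thinned GCB libraries.

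Across genes, which are not independent replicates, the BMPC genotype change had a Spearman rho of 0.1056 with exon length over 11522 genes, the largest of the 10 splits (others at most 0.0693), which cannot be told apart from chance at 10 splits. With GC content rho was -0.03356 over 10874 genes, and 2 of the 10 splits gave as large a value, so GC content is argued against as the source.

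A larger share of mature B cells among Dnmt3-deficient BMPC is argued against. In 91 genes that rose and had an nB level of at least 10 FPKM, the rise would need a median share of 56.1% nB cells (lower quartile 33.6%). Over 14 mature B cell genes the median rise was 0.04532% of the nB level, 7 of the 14 rose, and the highest was 28.01% in Cd74. A lower immunoglobulin share in Dnmt3-deficient BMPC is also argued against as the source of the 154 higher genes, as far as Jchain shows it, since the Jchain share was higher and not lower in Dnmt3-deficient BMPC, by 3.745 percentage points, without overlap of the genotypes. The reads of other immunoglobulin genes are not in the denominator of the values.

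Markers of other cell types were followed in BMPC to ask whether the share of plasma cells differed. The mean log2 score of the early B list differed by -0.05 between genotypes (exact permutation p 0.9), the neutrophil list by 0.15 (0.9), the macrophage list by 0.63 (0.5), the T cell list by 0.69 (0.3) and the erythroid list by -1.27 (0.3), each n = 3. The median log2 change of the erythroid list was -0.8893. The lists moved in different directions within their spread, so a lower share of plasma cells in 1 genotype cannot be told apart from an equal share. In BMPC Car1 was at 1342 to 4308 FPKM, Car2 at 1128 to 3286 and Dntt at 305.4 to 581.3, levels of genes of other bone marrow cells. In each list a number of genes was expressed in nB or GCB: 4 of 9 tested early B genes, 0 of 8 neutrophil, 3 of 5 macrophage, 7 of 9 T cell and 4 of 5 erythroid genes. Ebf1 of the early B list was also named by the study.

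The lists, which are preset apart from the genes every cell uses, gave few genes that passed in BMPC. Over all genes tested and adjusted over the list alone these were 0 and 0 for the targeted genes, mature B (14 genes, all expressed in nB or GCB, of which Ccr7 and Fcer2a are in other lists), macrophage, T cell and cell cycle lists (Mki67 of the last is also a GCB marker), 0 and 1 for early B, 2 and 2 for neutrophil, 0 and 0 for erythroid, 0 and 0 for the nB and GCB markers, 0 and 1 for the BMPC markers and for Dnmt1, 0 and 0 for the sex-linked genes and 1 and 2 for the genes every cell uses. Their median log2 changes were 0.79 for the targeted genes, 0 for mature B (0.11 with genes at their bound), 1.01 for macrophage (1.26), 0.57 for T cell (0.98), -0.50 for cell cycle, -0.18 for early B, 0.61 for neutrophil, -0.89 for erythroid and -0.22 for the genes every cell uses. They were -0.98 for nB markers (-1.30), -0.09 for GCB markers (-0.46), 0.62 for BMPC markers, 0.12 for Xist and 0.67 for Y chromosome genes (0.77).

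Trim12a was higher in all 3 Dnmt3-deficient libraries of each cell type. In GCB it was at 5.63, 9.45 and 3.65 FPKM against 0.0615, 0.078 and 1.57 (limma adjusted p 1), and in BMPC at 6.49, 2.18 and 7.36 against 0.0791, 0 and 1.58 (adjusted p 0.0394). Along with Trim12a, 4 genes chosen after their values were seen each separated the genotypes in 1 direction in the 3 cell types. These were Psmb7, Polr2e, Mrpl18 and Uhrf1bp1l, all lower in Dnmt3-deficient libraries, unlike Trim12a. They made 5 genes in all, where 2.88 would be given by chance without ties and the median of the other relabelled sets was 2. Of 100 relabelled sets 12 gave as many, a count of genes that leaves out the size of the difference. The smallest of the 3 mean differences of Trim12a was 2.05 log2, and 1 of the 100 sets, the labelled one, gave a gene with so large a difference (others at most 1.27), so 1 gene in many tested separating by chance is argued against for Trim12a. Alleles of another strain, given the mixed background, stay open. Reads shared with the neighbouring Trim30a and other family members were not tested.

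The globin genes Hba-a2 and Hbb-bs were higher in all 3 Dnmt3-deficient nB libraries. RNA from red blood cells or their precursors may be a source. The paper names lysis of red blood cells for spleen and bone marrow, and nB came from lymph nodes. Of 4 erythroid genes other than globins, 2 were higher in mean, Alas2 (5.20 against 0.075 FPKM) and Car2 (53.7 against 51.9). Car1 and Slc4a1 were listed at 0. Car2 is expressed in nB of both genotypes, and Slc4a1 was at most 1.21 FPKM in BMPC, where globins were high, so these 2 hardly test the source. Car1 was at 1342 FPKM or more in BMPC. A red cell source thus cannot be told apart from a change in the B cells. Alas2 was at 0, 1.51 and 14.1 FPKM in Dnmt3-deficient nB replicates 1, 2 and 3, in the order of Hba-a2. The globin gene Hbb-b1 of the same list, without a limma call, was at 3.97, 27.4 and 71.8 FPKM in Dnmt3-deficient and 0.237, 0 and 0.177 in Dnmt3-sufficient nB. In GCB the globin genes did not move together. Hbb-b1 was at 16.0, 36.6 and 11.2 FPKM in Dnmt3-deficient and 0.188, 0 and 10.6 in Dnmt3-sufficient libraries, and Hba-a2 at 0.1001, 0 and 0.109 against 2.40, 0 and 0. Hbb-bs was at 6.74, 11.1 and 2.90 FPKM in Dnmt3-deficient and 0, 0.352 and 2.87 in Dnmt3-sufficient libraries. None of these had a limma call in GCB (adjusted p 1). In BMPC the direction was opposite, with Hba-a2 at 412.8, 118.6 and 44.4 FPKM in Dnmt3-deficient and 423.6, 516.6 and 1047 in Dnmt3-sufficient libraries. The median log2 change between nB genotypes was 1.65 for the erythroid list, which holds Hba-a2, and 0.80 for the macrophage list, whose genes lie near the floor. It was 0.08 for the T cell and -0.02 for the early B list. These lists were not tested in nB, so RNA of other cells is not excluded for the 6 nB genes.

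The number of genes higher in Dnmt3-deficient BMPC here was 154. That is lower than the value quoted from the study above. The number of genes lower in Dnmt3-deficient BMPC here was 305. That is higher than the value quoted from the study above. Both numbers depend on the threshold, while the side with more genes does not. The study's figure legend gives an FDR of 0.01 for its counts, while its methods give 0.05. At an adjusted p of 0.01, in place of 0.05, the numbers here were 53 higher and 109 lower. Each is lower than the value quoted from the study above. At an FDR of 0.05 the authors' deposited table gave 651 higher and 450 lower, each above the number here at 0.05. At both thresholds more genes were higher in the authors' table and more were lower here, so the threshold does not account for the opposite direction. The median log2 change between BMPC genotypes was 0.20 over the genes tested in the authors' table and -0.05 over those tested here.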
